A study of Arabidopsis thaliana with 97 samples. Its data were reported in "EXPRSS: an Illumina based high-throughput expression-profiling method to reveal transcriptional dynamics" (2014).

How the data were processed

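The libraries were made by EXPRSS, a Tag-seq method in which sheared cDNA is sequenced near the 3′ end of each RNA with its strand kept. They came from leaf discs of 5-week-old plants of 4 genotypes, held in water for 8 min or in 100 nM flg22 for 8, 15, 30, 45, 60, 120 or 180 min, with 3 replicates of each of the 32 groups. Groups were read from the sample titles. A further sample, titled as unassigned reads, has a description of the lanes as its only file, is in no group and was not used here. That description gave the lane of each library: each genotype and replicate number had a lane of its own, so 12 lanes held 8 libraries each. The barcode followed the time point in every lane. According to the paper, Col-0 and npr1-1 shared a flow cell, whereas jar1-1 and ein2-5 were run apart from them. Replicate numbers therefore stand for lanes within a genotype. Lane mates were also alike in the values, as seen after the group means were removed from the 5000 most abundant loci. The mean Pearson correlation across loci between libraries of one lane was 0.346 in Col-0, 0.407 in npr1-1, 0.341 in jar1-1 and 0.604 in ein2-5, where unrelated libraries would lie near 0. Libraries of different genotypes with one replicate number had a mean of 0.135, with 686 of 1152 pairs above 0.1. With different numbers, 447 of 2304 pairs were above 0.1, so libraries of one number were somewhat more alike across genotypes. No label ties the numbers of different genotypes together, and they were not taken to pair libraries across genotypes. Removing the group means fixes the mean between other libraries, so it is not given.

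The deposited files hold expected counts, tags per locus with shared tags split among loci, that the authors made as their methods describe. Tags were filtered on quality, sorted by barcode without mismatches and aligned to the TAIR10 genome with Bowtie, and tags left over were aligned to the transcripts. Where a tag matched more than 1 gene, to a limit of 10, each gene received an equal share of it. Antisense tags were counted apart from sense tags unless they lay within 500 bp of the 3′ end of a gene on that strand. Loci with a prefix R_ were taken as the antisense counts, since every other name is a plain locus code. No normalisation had been applied, and a locus without tags in a library was read as 0. The files name 27878 sense and 24617 antisense loci. Between 12.0% and 18.4% of the values of a library were not whole. They were rounded to whole tags, which changed library totals by -0.0506% to -0.0122%. Gene names and types came from a TAIR10.1 annotation, whose build differs from that of the files, so no positions are printed except the gap to a neighbouring gene in 1 test. Names matched for 27432 of the sense loci and 24234 of the antisense loci.

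Counts were tested with edgeR 4.0.16 in R 4.3.3. Features passed filterByExpr by group (minimum count 10, minimum total 15, large group size 10, proportion 0.7), which kept 14569 sense genes and 2247 antisense transcripts, 16816 in all. TMM factors ran from 0.682 to 1.36. One quasi-likelihood model with a term for each of the 32 groups was fitted to all 96 libraries (glmQLFit and glmQLFTest, common dispersion 0.0866, prior degrees of freedom 9.69). The comparisons were each flg22 time point against water in each genotype, each mutant against Col-0 in water, each mutant against Col-0 over the 7 flg22 time points together, and the interaction of mutant and flg22 over the 7 time points, the last 2 as F-tests of 7 terms. The tests were two-sided. The p-values were adjusted by Benjamini and Hochberg over sense and antisense features together within a comparison, and a feature was called at an adjusted p under 0.01. Values are TMM-normalised tags per 1000000 tags (TPM) with the SD of 3 replicates, and log2 changes carry a standard error derived as the size of the change over the square root of the F statistic. The design, comparisons, lists, alternatives and the rule for naming genes were fixed before the data were examined. The threshold of 0.01 for gene sets was set before the set results were seen, though not in that design.

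Library totals of 388691 to 2415393 tags (a median of 1376884.5) set the precision. A locus with 0 tags was given a floor of 3 tags over the 3 libraries of a group, ratios to such a group are lower bounds, and ratios to a group with 1 to 3 tags carry an exact 95% counting interval. Shares of single libraries carry 95% Wilson intervals. The tags have no molecular identifiers, so intervals and floors cover counting error only. The scatter between replicates was compared with counting error by chi-square over genes with at least 10 tags.

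Genes are named by a rule: the targeted genes NPR1, JAR1 and EIN2; members of 4 marker lists (14 PTI, 10 ethylene, 7 salicylic acid and 10 jasmonate markers); genes the study singled out; and, per comparison, the 3 largest rises and 3 largest falls in log2 change among called genes with a mean of at least 10 TPM and no overlap between the replicate values of the groups. Chance gives no overlap in 10% of genes for 3 against 3. For the interaction the 60 min term was ranked without the condition on overlap, and the same rule was applied to antisense transcripts at 60 min in Col-0. Genes not named by this rule are said to have been chosen after their values were seen. A list of 4 morning and 5 evening clock genes was fixed for the test of time of day.

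Gene sets were tested with fry in limma 3.58.1 on log2 normalised counts (prior count 2), adjusted over 12 tests. Scores per library were compared by exact permutation, of 6 libraries in each condition and for differences of differences of genotype within treatment (400 arrangements) and of whole lanes (20 arrangements). The permutation of lanes was added after seeing the data, because water and 60 min libraries of one replicate share a lane. Other splits of the libraries into groups of the same sizes were fitted to count how often they gave as many calls. Alternatives were DESeq2 1.42.0, RLE size factors, no filter, a model of only the groups compared, replicate number as a block, a block for each lane within genotype, limma-voom with lane as a random block (correlation 0.201), leaving out each replicate in turn, camera in place of fry, sets called in all 3 other genotypes, other pseudocounts (0.1 and 10), a mean of at least 1 TPM, other detection rules and thinned libraries. Scaling by total tags, leaving out the organelle loci and the block for each lane in the gene-set tests (adjusted over the 6 interactions) were added after seeing the data. Tables and figures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

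The pipeline was tested on simulated data of 96 libraries with the observed depths after scaling and 200 genes changed 2-fold or 4-fold per comparison. The changed genes were drawn from kept features with a mean of at least 10 TPM, and 14935 features were tested after filtering the simulated counts. The simulation held no lane effect, so it does not show how likeness of libraries within a lane affects the calls. A first version of this test, with fewer libraries, did not recover the share required of it beforehand (most of the changed genes), and that requirement was then lowered. It called 92 of 200 (46%) at 60 min against water, 76 of them changed 4-fold and 16 changed 2-fold, with 2 other features called. It called 80 (40%) between genotypes in water, 34 (17%, none of them 2-fold) in the interaction and 181 (90.5%) between genotypes under flg22. At this depth and replication the water and interaction tests therefore missed most of the simulated changes.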

Results

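Transcript levels were measured by EXPRSS Tag-seq, which sequences tags from the 3′ ends of RNA and keeps their strand, in leaf discs of 5-week-old Arabidopsis thaliana plants. The discs came from the wild type Col-0 and from 3 mutants: npr1-1, impaired in salicylic acid signalling, jar1-1, impaired in jasmonate signalling, and ein2-5, impaired in ethylene signalling. They were kept in water for 8 min, or in 100 nM flg22 (a peptide of bacterial flagellin that triggers pattern-triggered immunity, PTI) for 8, 15, 30, 45, 60, 120 or 180 min. Each of the 32 groups held 3 replicates, which makes 96 libraries. Water libraries came from 8 min only, so each of the 7 flg22 time points of a genotype was set against the same 3 water libraries, and time in the dish and flg22 treatment changed together after 8 min. The questions were which transcripts flg22 changed at which time, whether the mutants differed from Col-0 in water, and whether their response to flg22 differed from that of Col-0.

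Total tags per library ran from 388691 (ein2-5, 15 min of flg22, replicate 3) to 2415393 (jar1-1, water, replicate 3), with a median of 1376884.5. The median total was 1182013.5 in Col-0, 1381927.5 in npr1-1, 1383956 in jar1-1 and 1444287.5 in ein2-5. A library held tags for 14933 to 19663 of the 27878 sense loci. Antisense tags made up 1.67% (95% Wilson interval 1.65 to 1.69) of the tags in the lowest library and 5.36% (5.32 to 5.40) in the highest, with a median of 3.34%. The 10 most abundant loci of a library took 9.69% (9.64 to 9.74) to 45.3% (45.3 to 45.4) of its tags, with a median of 20.0%. Plastid 23S ribosomal RNA ranged from 3.24% (3.20 to 3.27) of tags in Col-0 at 180 min, replicate 1, to 40.9% (40.8 to 41.0) in ein2-5 in water, replicate 1.

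**Figure D1:**
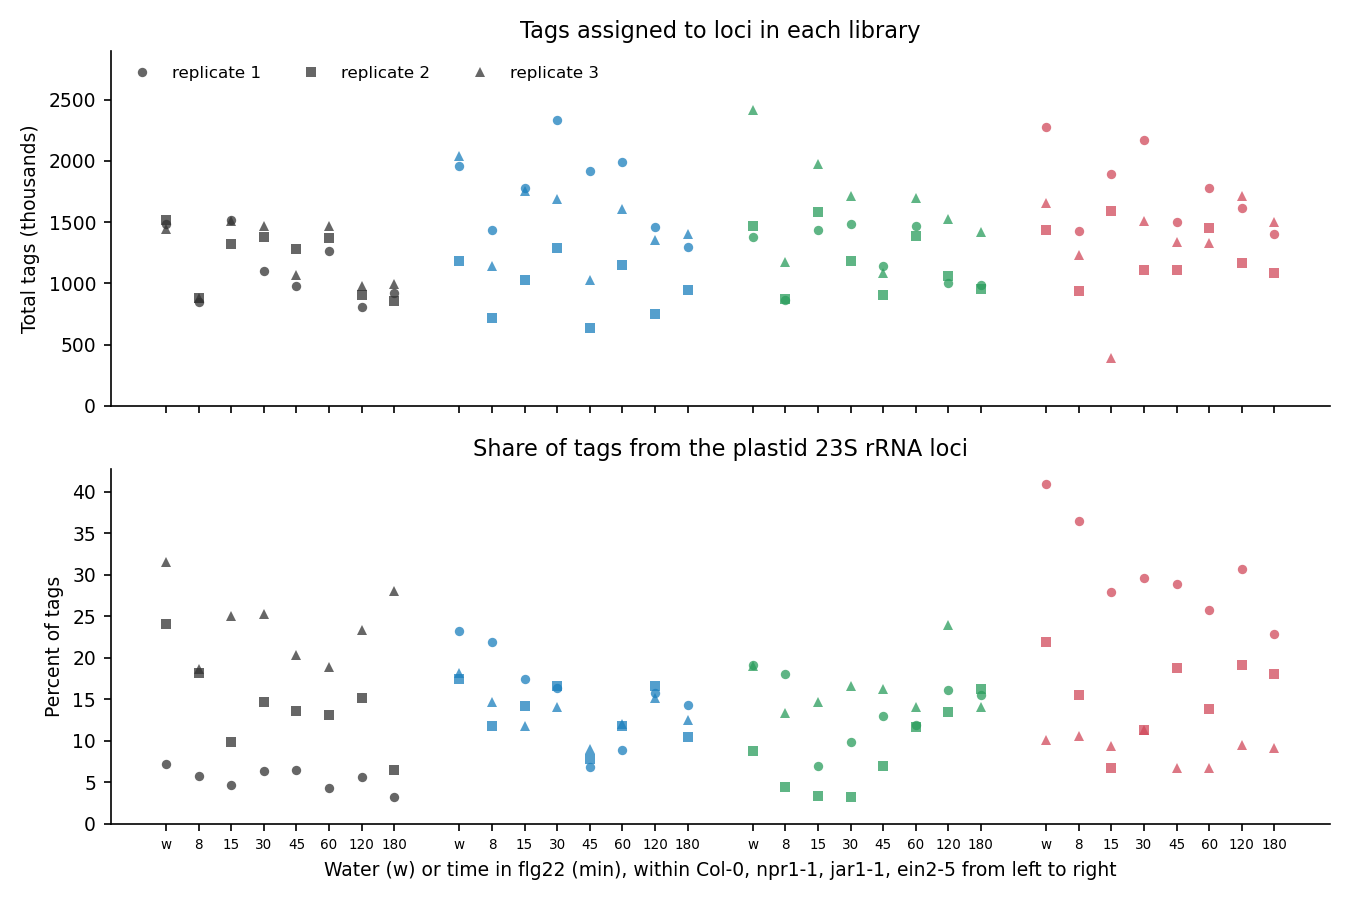
Total tags (upper panel) and the percentage of tags from plastid 23S ribosomal RNA (lower panel) in each of the 96 libraries, ordered by genotype and time point, with 1 point per library and a marker shape for each replicate. Totals ran from 388691 to 2415393 tags, and the 23S share from 3.24% to 40.9%.

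Pearson correlations between replicates of a group, taken across genes on log10 TPM (tags per 1000000 tags) with a pseudocount of 1, averaged 0.958 over the 96 pairs of libraries. Genes are not independent replicates, so these correlations describe the libraries and carry no test. The lowest pair reached 0.950 in Col-0, 0.940 in npr1-1, 0.935 in jar1-1 and 0.931 in ein2-5. The alternatives that moved these values most were a pseudocount of 0.1 in Col-0, npr1-1 and jar1-1 (to 0.909, 0.898 and 0.897) and taking only genes with a mean of at least 1 TPM in ein2-5 (to 0.884). The scatter between replicates was above counting error in each pair: its chi-square per degree of freedom had a median of 8.87, and the median was 7.12 in npr1-1, 8.32 in jar1-1, 8.57 in Col-0 and 16.3 in ein2-5. Sense genes with at least 1 TPM in all 3 replicates numbered 11958 to 15220 per group. The median over the 8 groups of a genotype was 13504 in Col-0, 13251 in npr1-1, 13118 in jar1-1 and 13169 in ein2-5. Thinning each library to 388494 tags took these medians to 10856 (jar1-1) to 11236 (ein2-5).

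The targeted genes were looked at first. In water, EIN2 (AT5G03280) stood at 5.27 ± 2.57 TPM in ein2-5 and at 19.7 ± 7.30 in Col-0 (SD, n = 3), a log2 change of -1.92 ± 0.42 (SE) with an adjusted p of 0.000645 (edgeR), and each ein2-5 library lay below each Col-0 library. Without replicate 2 the adjusted p was 0.0225 and without replicate 3 it was 0.0249, both above the threshold of 0.01, within a range of 8.08e-05 to 0.0249 over the alternatives. NPR1 (AT1G64280) stood at 19.3 ± 3.51 in npr1-1 and 18.6 ± 4.91 in Col-0, a log2 change of 0.06 ± 0.26 (adjusted p = 1, edgeR). JAR1 (AT2G46370) stood at 45.2 ± 1.89 in jar1-1 and 45.9 ± 4.57 in Col-0, a log2 change of -0.02 ± 0.27 (adjusted p = 1, edgeR). The levels of NPR1 and JAR1 therefore neither check nor contradict the labels of those lines.

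In Col-0, flg22 changed more genes at later times up to 60 min. Against water, 185 of the 14569 sense genes tested were called at 8 min (edgeR, Benjamini-Hochberg adjusted p under 0.01), all of them higher. The count was 1927 at 15 min (1252 higher), 2730 at 30 min (1481 higher), 4577 at 45 min (2102 higher), 5666 at 60 min (2385 higher), 5439 at 120 min (2495 higher) and 5069 at 180 min (2426 higher). Over the 7 time points, 8555 genes were called at least once, 161 of them higher at one time and lower at another. Among the alternatives, leaving out a replicate moved these counts most: without replicate 2 the calls numbered 98 at 8 min, 860 at 15 min, 1554 at 30 min, 2540 at 45 min, 3553 at 60 min and 3550 at 120 min. With lane as a block within genotype, 2986 genes were called at 15 min. The balance of higher against lower calls depended on the scaling. At 45 min, scaling by total tags gave 1693 higher and 3451 lower, where TMM gave 2102 and 2475, and at 60 min, leaving out the organelle loci gave 2796 higher and 2573 lower, where 2385 and 3281 were called with them.

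The mutants were compared with their own water libraries in the same way. In npr1-1, 191 genes were called at 8 min (188 higher), 2148 at 15 min, 3085 at 30 min, 4551 at 45 min, 5872 at 60 min (2472 higher), 5660 at 120 min and 5589 at 180 min. In jar1-1 the counts were 136 (all higher), 2233, 3088, 4762, 6126 (2474 higher), 5947 and 5957 in the same order of times. In ein2-5 they were 9 (all higher), 746, 1630, 2917, 3750 (1677 higher), 3405 and 2812. Blocking on lane within genotype raised the counts at 15 min to 3339 in npr1-1, 3513 in jar1-1 and 1516 in ein2-5, and the count at 8 min in ein2-5 to 26. Without replicate 1 or replicate 2, no gene was called in ein2-5 at 8 min, where 784 had an unadjusted p under 0.05 and DESeq2 called 16 with all replicates. Leaving out a replicate took the 8 min counts to 70 in npr1-1 and 62 in jar1-1 (replicate 3 in both), and the 60 min count to 1835 in ein2-5 (replicate 2). At 60 min, with no libraries shared between the 4 comparisons, 1403 genes were called higher in all 4 genotypes and 1512 lower in all 4, while 5 were called in opposite directions in some pair. At 8 min, 8 genes were called higher in all 4 genotypes, and 120 in Col-0, npr1-1 and jar1-1. A lower count in ein2-5 is not by itself a difference between genotypes, which the interaction tests address.

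**Figure D2:**
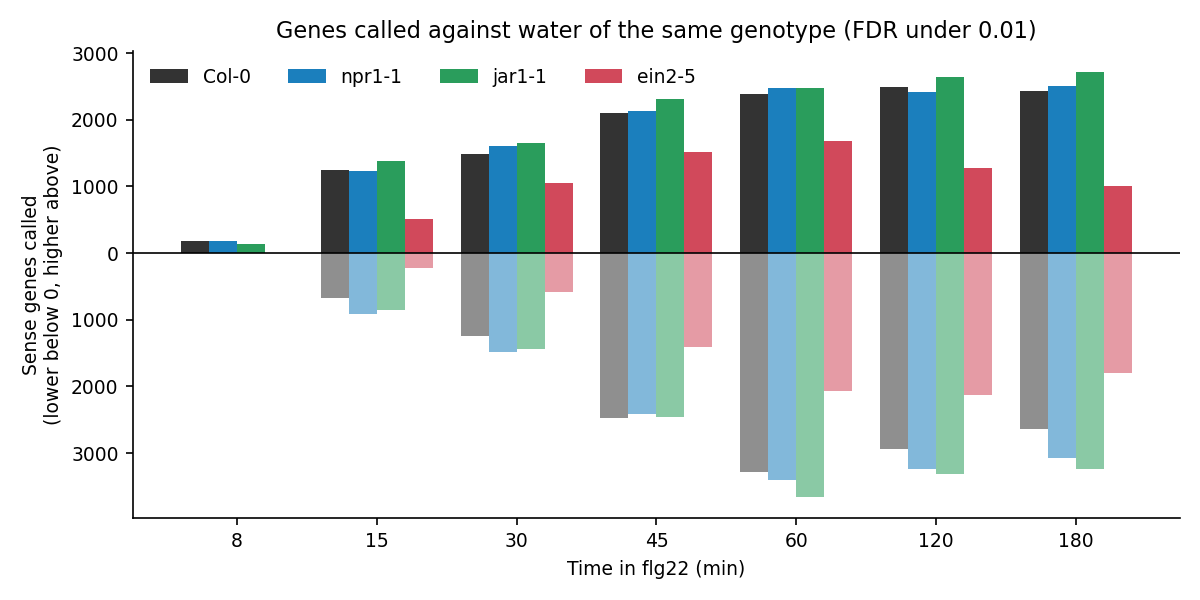
Number of sense genes called higher (upward) or lower (downward) than in water at each flg22 time point (min) in each genotype, at an adjusted p under 0.01 in edgeR. At 60 min 2385 genes were called higher and 3281 lower in Col-0, a balance that turned to 2796 higher and 2573 lower with organelle loci left out.

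Among the 14 genes of a PTI marker list fixed in advance, 12 were called in Col-0 at 60 min (11 higher), and 13 adjusted over the list alone, with a median log2 change of 3.31. At 8 min 6 were called, and 6 adjusted over the list alone, with a median of 0.80. FRK1 (AT2G19190) rose from 141 ± 108 to 1161 ± 100 TPM at 60 min (SD, n = 3), a log2 change of 3.04 ± 0.54 (adjusted p = 2.29e-06, edgeR). WRKY22 (AT4G01250) rose from 48.6 ± 27.5 to 130 ± 35.4 at 8 min and to 582 ± 135 at 60 min, with log2 changes of 1.42 ± 0.31 (adjusted p = 0.00208) and 3.58 ± 0.33 (adjusted p = 4.72e-15). NHL10 (AT2G35980) rose from 3.90 ± 4.41 to 848 ± 45.9 at 60 min, a log2 change of 7.66 ± 0.56. ERF104 (AT5G61600), with 108 tags over the water group, was higher at 8 min (173 ± 39.3 TPM; log2 change 2.91 ± 0.40, adjusted p = 1.66e-07) and lower at 60 min (1.36 ± 0.912; -3.98 ± 0.62, adjusted p = 1.50e-07). PHI-1 (AT1G35140) was higher at 8 min (34.0 ± 9.05 against 7.11 ± 3.04; log2 change 2.28 ± 0.41), and at 60 min its change of -0.07 ± 0.48 was not detectable at this depth (adjusted p = 0.915). FLS2 (AT5G46330), the flg22 receptor, was not called at 60 min (log2 change 1.14 ± 0.43, adjusted p = 0.0212). With the replicate block FLS2 passed the threshold (adjusted p = 0.00195), and without replicate 1 (adjusted p = 0.00467), within a range of 0.00195 to 0.0552 over the alternatives. At 8 min, WRKY22, WRKY33 (AT2G38470), WRKY53 (AT4G23810), PHI-1 and NHL10 each lost the call when at least 1 of the replicates was left out, with adjusted p up to 0.256. In ein2-5, 11 of the 14 genes were called at 60 min (10 higher), and 12 adjusted over the list alone. At 8 min none was called in ein2-5 by edgeR over all genes, where 3 had an unadjusted p under 0.05, and 2 adjusted over the list alone.

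**Figure D3:**
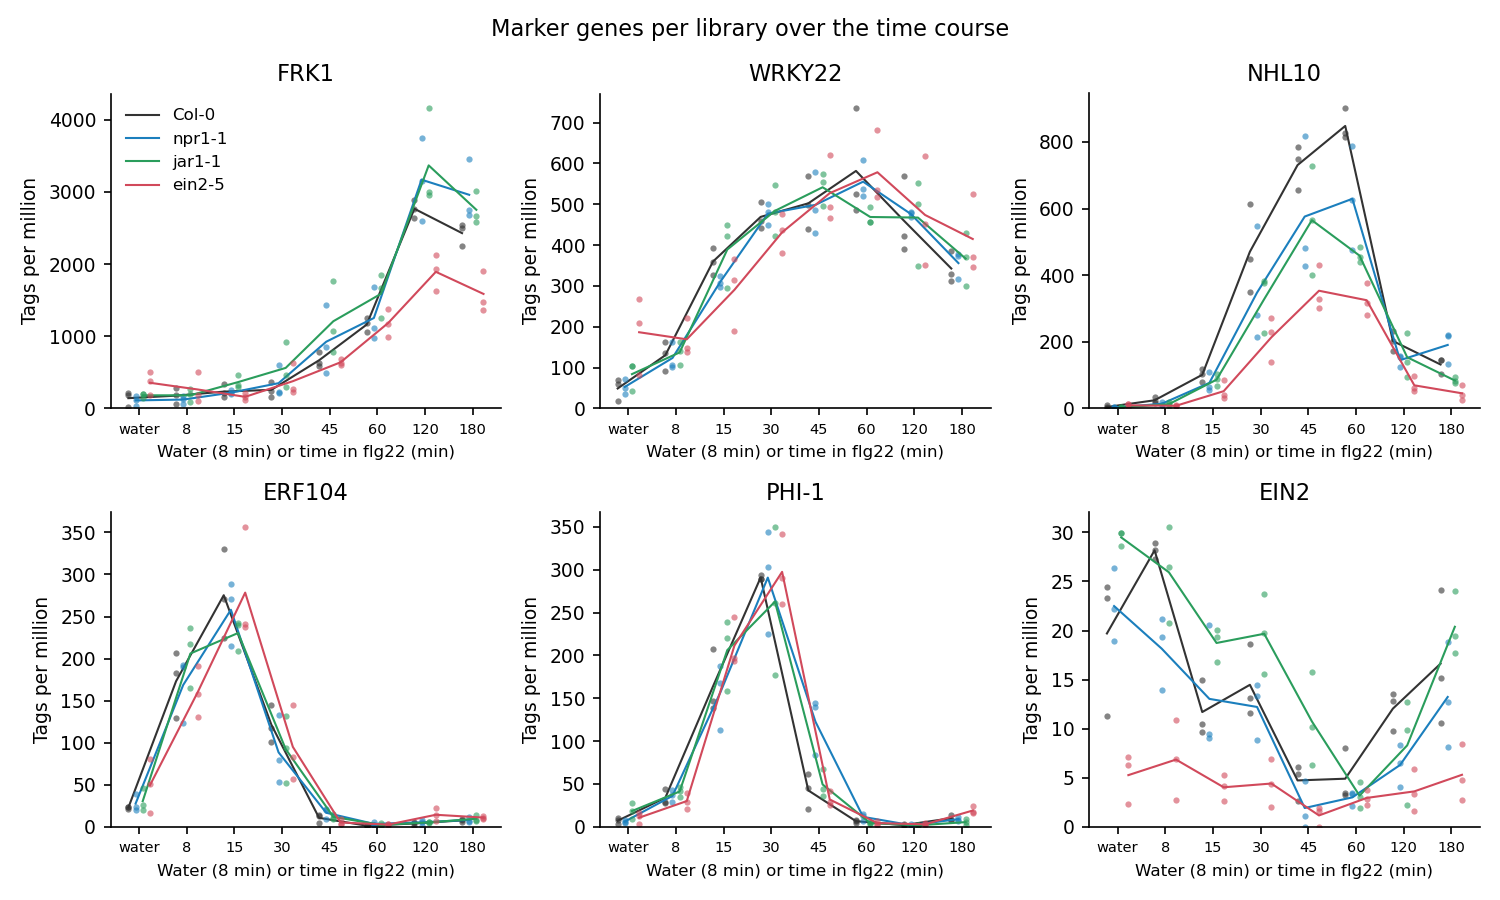
TMM-normalised TPM (linear axes) of FRK1, WRKY22, NHL10, ERF104, PHI-1 and EIN2 in water and at each flg22 time point (min) in the 4 genotypes, with lines through the means of 3 replicates and points for single libraries. In Col-0, FRK1 rose from 141 TPM in water to 1161 at 60 min, and ERF104 stood at 173 at 8 min and 1.36 at 60 min.

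The genes with the largest changes in Col-0 were picked by a fixed rule from those called. At 8 min these were AT1G61470, with 0 tags in water and 30.2 ± 7.46 TPM under flg22, at least 47.8-fold higher against a floor of 3 tags over the water group, AT3G29000 (log2 change 4.83 ± 0.47) and AT2G32030 (4.60 ± 0.65). At 60 min CYP82C3 (AT4G31950), with 0 tags in water, reached 422 ± 66.4 TPM, at least 663-fold higher. DMP1 (AT3G21520) stood at 507 ± 28.3 against 1 tag in the water group, a ratio of 2390 (95% counting interval 428 to 94438), and WRKY30 (AT5G24110) at 587 ± 31.0 against 3 tags, a ratio of 923 (315 to 4478). PME1 (AT4G12390), AT1G60010 and AT3G18050 had no tags at 60 min and were at least 64.8-fold, 55.3-fold and 43.5-fold lower than in water. Of the genes singled out in the study, AT1G02360 (log2 change 6.35 ± 0.62), ABR1 (AT5G64750; 5.50 ± 0.46), CERK1 (AT3G21630; 3.62 ± 0.34) and NIMIN-2 (AT3G25882; 1.81 ± 0.47) were called higher at 60 min. JAZ11 (AT3G43440; -1.72 ± 0.41), MPK7 (AT2G18170; -2.17 ± 0.38), AP2 (AT4G36920; -2.80 ± 0.63) and BRI1 (AT4G39400; -3.30 ± 0.77) were called lower. FCA (AT4G16280), with 12 tags at 60 min and 11 in water, showed no detectable change at this depth (log2 change 0.47 ± 0.64, adjusted p = 0.564). NIMIN-2, JAZ11, AP2 and BRI1 each lost the call in 1 of the settings that left out a replicate, with adjusted p up to 0.0471.

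In water, npr1-1 and jar1-1 differed from Col-0 in few genes and ein2-5 in many. In npr1-1, 10 of 14569 sense genes were called (6 higher), where 324 had an unadjusted p under 0.05; DESeq2 called 5, and leaving out a replicate left 1 to 5, with 1 without replicate 3. In jar1-1, 6 were called (2 higher), where 722 had an unadjusted p under 0.05; DESeq2 called 15, the replicate block 11, and leaving out a replicate left 1 (replicate 1) to 3 (replicate 2). In ein2-5, 1071 were called, 842 higher and 229 lower. The setting with only the groups compared in the fit, which rests on 6 libraries, moved this last count most, to 178, and without replicate 1 it was 447. Scaling by total tags gave 473 higher and 289 lower in ein2-5. These 3 comparisons share the Col-0 water libraries. In addition, each genotype was sequenced in 3 lanes of its own. Differences among those 3 lanes are part of the replicate spread in these tests, while an effect common to all lanes of a genotype is confounded with genotype.

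The genes named by the rule in npr1-1 were AT3G01313 (log2 change 4.54 ± 0.87), AT3G27865 (4.29 ± 0.62) and AT1G03743 (3.28 ± 0.48), all 3 annotated as snoRNA and higher than in Col-0, and MRD1 (AT1G53480; -2.99 ± 0.53) and AT1G27020 (-1.95 ± 0.35), which were lower. Each of these 5 lost the call in at least 1 setting, with adjusted p between 0.0120 and 1 at the weakest. In jar1-1, AT3G01345 stood at 67.2 ± 6.56 TPM against 1 tag in the Col-0 group, a ratio of 323 (57.7 to 12795). AACT1 (AT5G61160; -3.95 ± 0.64) and PR4 (AT3G04720; -2.07 ± 0.35) were lower and lost the call in 2 settings each, with adjusted p up to 0.371 and 0.424. In ein2-5, the largest rises were VSP1 (AT5G24780), VSP2 (AT5G24770) and JAL23 (AT2G39330), all at 0 tags in Col-0 and at least 192-fold, 188-fold and 63.3-fold higher. Their spread was wide: VSP1 stood at 132 ± 215 TPM, VSP2 at 129 ± 199 and JAL23 at 43.8 ± 72.6 (SD, n = 3). Fitted changes against 0 tags depend on the prior count. Without replicate 2 the fitted log2 change of VSP1 fell from 10.45 to 6.43 (adjusted p = 0.0204; 1.01e-07 to 0.0524 over the alternatives), that of VSP2, which lost its call without replicate 1 or 3, from 10.41 to 7.24 (adjusted p = 0.00536; 1.42e-07 to 0.0157) and that of JAL23 from 8.85 to 4.37 (adjusted p = 0.335; 7.34e-05 to 0.335). ORS1 (AT2G41230), AGP14 (AT5G56540) and MRD1 had no tags in ein2-5 and were at least 76.5-fold, 39.2-fold and 36.3-fold lower.

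Marker lists for the 3 hormones, fixed in advance, were read in the mutant of the same pathway. Of 10 ethylene markers, 6 were called in ein2-5 in water and all 6 were lower, with 7 called adjusted over the list alone and a median log2 change of -3.08. With the 2 genes at 0 tags in ein2-5 at their bound, the median was -2.43. Among them, EBF2 (AT5G25350) stood at 11.1 ± 6.59 TPM against 165 ± 25.4 in Col-0 (log2 change -3.90 ± 0.35, adjusted p = 1.20e-13), and ETR2 (AT3G23150) had no tags and was at least 12.9-fold lower. Without a replicate, 4 or 5 of the 10 were called: ERF1 (AT3G23240) lost the call whichever was left out (adjusted p up to 0.126) and PDF1.2 (AT5G44420) without replicate 1 or 2 (up to 0.0305). Of 7 salicylic acid markers, none was called in npr1-1 by edgeR or DESeq2, 1 was called adjusted over the list alone (WRKY54, AT2G40750, log2 change -1.98 ± 0.58, list-adjusted p of 0.00809), and the median was -0.71. In the list 3 genes had an unadjusted p under 0.05. With 3 genes at 3 tags or fewer in both groups left out and PR1 (AT2G14610) at its bound, the median was -1.53. Of 10 jasmonate markers, none was called in jar1-1 by edgeR or DESeq2, 1 was called adjusted over the list alone (AOS, AT5G42650, log2 change -1.50 ± 0.39, list-adjusted p of 0.00290, the 1 gene with an unadjusted p under 0.05), and the median was -0.64, or -0.68 with the 3 genes at 3 tags or fewer in both groups left out. VSP1 and VSP2 had no tags in water in either jar1-1 or Col-0. No gene of the PTI list was called in npr1-1 or jar1-1 in water by edgeR, over all genes or adjusted over the list alone (0 and 3 genes had an unadjusted p under 0.05), with medians of -0.11 and 0.22.

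The lists were also read in ein2-5 in water outside their own pathway, a choice made after the first results were seen. All 10 jasmonate markers were called higher in the main fit, also adjusted over the list alone. Their median log2 change was 3.97 both as fitted and with 2 genes at their bound. The count of 10 does not hold throughout: VSP1 lost the call in 4 of 6 alternatives (adjusted p up to 0.0524) and VSP2 in 2 (up to 0.0157). Of the 7 salicylic acid markers, 6 were called higher, also adjusted over the list alone, with a median of 3.94, or 3.19 with 1 gene at its bound. Of the 14 PTI markers, 5 were called higher, and 6 adjusted over the list alone, with a median of 1.24.

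Over all 7 flg22 time points together, 87 sense genes differed between npr1-1 and Col-0, 160 between jar1-1 and Col-0 and 2506 between ein2-5 and Col-0. Leaving out a replicate gave 21 (replicate 3) to 74 genes in npr1-1, 39 (replicate 2) to 229 (replicate 3) in jar1-1 and 1188 (replicate 2) to 1723 in ein2-5. With the replicate block the count in jar1-1 was 371. With lane as a random block in limma-voom, which allows for the likeness of libraries of a lane, the counts were 36 in npr1-1, 25 in jar1-1 and 1351 in ein2-5. The interaction tests asked whether the change from water to flg22 differed between a mutant and Col-0 at any time point. None of 14569 sense genes was called in npr1-1 by edgeR or DESeq2, where 206 had an unadjusted p under 0.05 in edgeR, and none in jar1-1, where 284 did. With lane as a block within genotype, 1 gene was called in jar1-1. In ein2-5, 225 genes were called, where 1672 had an unadjusted p under 0.05. DESeq2 called 444, the block within genotype gave 567, scaling by total tags 125, and leaving out a replicate 15 (replicate 1) to 27 (replicate 3). At 60 min the interaction term of ein2-5 was called by itself in 176 genes, 162 of them with a smaller rise or larger fall than in Col-0 and 14 the other way.

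Genes named by the rule for this interaction had the largest 60 min terms among the 225. WRKY30 (-5.11 ± 0.91), TDR1 (AT3G23230; -5.09 ± 1.29) and AT1G17147 (-5.01 ± 0.93) rose less in ein2-5 than in Col-0. After 60 min of flg22, WRKY30 stood at 427 ± 107 TPM in ein2-5 and 587 ± 31.0 in Col-0, and AT1G17147 at 172 ± 2.98 and 202 ± 26.2. AT5G62130 (5.85 ± 1.65), AT3G06070 (3.59 ± 1.02) and AT4G21870 (3.59 ± 0.73) had terms of the opposite sign. At 60 min AT5G62130 had 0 tags in Col-0 and stood at 22.1 ± 24.03 TPM in ein2-5, at least 26.5-fold higher, and AT3G06070 had 3 tags in Col-0, a ratio of 8.92 (2.78 to 45.7) between ein2-5 and Col-0. The fitted terms of genes with so few tags in a group, WRKY30 with 3 in Col-0 in water among them, depend on the prior count. The adjusted p of these 6 genes over all time points lay between 7.32e-08 (AT4G21870) and 0.00817 (TDR1) in edgeR. All except AT4G21870 lost the call whichever replicate was left out, with adjusted p up to 0.527.

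Sets of flg22-responsive genes were defined for each mutant in the 2 other mutants alone, so that no library of a set's definition entered its test. Genes called higher, or lower, at 60 min in both of those mutants made up the induced and the repressed set, and fry gave the p-values, which were adjusted over the 12 tests. In water, the 2084 genes of the induced set stood higher in ein2-5 than in Col-0, with a mean log2 change of 0.90 and a median of 0.76 (adjusted p = 1.04e-05, limma's fry), and 83.9% of them were higher. With 17 genes at 0 tags in a group at their bound and 63 at 3 tags or fewer in both left out, the median was 0.77 and the mean 0.90. The interaction of ein2-5 at 60 min had a mean of -1.06 and a median of -0.91 over these genes (adjusted p = 4.87e-05). Both values hold the same water libraries, so they are not independent of each other. The p-values of fry pool the spread over all groups and make no allowance for lanes. Scores per library, described below, varied more in water (SD 0.33 in ein2-5 and 0.30 in Col-0) than at 60 min (0.039 in each). These p-values may therefore overstate the evidence. The 2754 genes of the repressed set had a mean of -0.25 in water (adjusted p = 0.142) and of 0.76 in the interaction (adjusted p = 0.0139), and neither passed 0.01. The most moved of these was the repressed set in the interaction, with 0.64 without replicate 1 (adjusted p = 0.0919) and 0.87 without replicate 3 (adjusted p = 0.00930), within a range of 2.14e-17 to 0.128 over the alternatives. The sets for npr1-1 (1527 and 1765 genes) and jar1-1 (1519 and 1732 genes) had means between -0.13 and 0.09 in water and in the interaction, each with an adjusted p of 0.965. For the repressed set of jar1-1 in the interaction, the mean was 0.02 while the median and the direction of fry lay just below 0, and in water the mean and median were above 0 while camera gave a fall.

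A score per library, the mean log2 level of a set's genes, gave the same comparison with exact tests. In water the induced-set score of ein2-5 exceeded that of Col-0 by 0.73 (SD 0.33 in ein2-5 and 0.30 in Col-0, n = 3 each, two-sided exact permutation p = 0.1, the smallest that 3 against 3 allow), and each ein2-5 library lay above each Col-0 library. Under flg22 the difference was 0.23 at 8 min, -0.07 at 15 min, 0.01 at 30 min, -0.15 at 45 min, -0.16 at 60 min, -0.18 at 120 min and -0.21 at 180 min, and from 45 min on each had the smallest exact p of 0.1. The change from water to 60 min was smaller in ein2-5 by 0.88 (difference of differences -0.88, two-sided exact permutation p = 0.005, the smallest that the 400 arrangements of genotype within water and within 60 min allow). Water and 60 min libraries of one replicate share a lane, which those arrangements ignore. With whole lanes exchanged, the exact permutation p was 0.1, the smallest that 20 arrangements allow, for the induced and for the repressed set of ein2-5, and 0.7 to 1 for the sets of npr1-1 and jar1-1. The change within a lane was 1.44 to 2.00 in the 3 ein2-5 lanes and 2.31 to 2.89 in the 3 Col-0 lanes. For the repressed set the difference of differences was 0.55 (exact permutation p = 0.015 over the 400 arrangements). In npr1-1 it was 0.04 for the induced set (exact permutation p = 0.83) and 0.02 for the repressed set (0.875), and in jar1-1 it was -0.16 (0.475) and -0.01 (0.925). These 6 exact tests at 60 min were not adjusted.

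**Figure D4:**
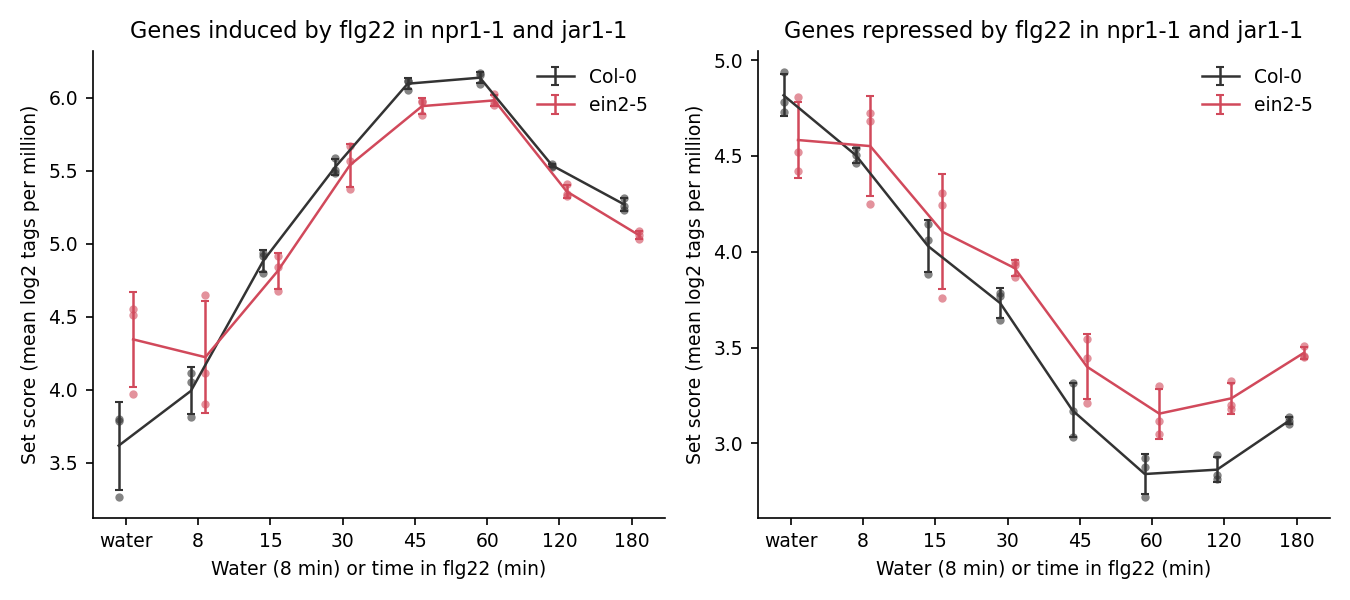
Mean log2 level of the flg22-induced (left) and flg22-repressed (right) gene sets in ein2-5 and Col-0, in water and at each flg22 time point (min, evenly spaced). The sets were defined in npr1-1 and jar1-1 alone. Points are libraries, lines join the means of 3 replicates and error bars show the SD. In water the induced-set score of ein2-5 lay 0.73 above that of Col-0, and at 60 min it lay 0.16 below.

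Antisense transcripts, tags on the strand opposite to an annotated locus, were tested alongside. Of 2247 kept, 602 were called in Col-0 at 60 min (462 higher and 140 lower), 547 in npr1-1 (409 higher), 670 in jar1-1 (510 higher) and 250 in ein2-5 (194 higher). Testing without a filter moved the count in jar1-1 to 1091, and the block within genotype moved that in ein2-5 to 475. Without replicate 3 there were 381 in Col-0, 301 in npr1-1 and 336 in jar1-1, and without replicate 2 there were 100 in ein2-5. Both strands of a locus were called in 517 cases in Col-0, 409 with both higher and 106 with both lower. Of the 566 antisense transcripts called in Col-0 whose sense gene was tested, 49 had a sense gene that was not called. Across 2017 loci, which are not independent replicates, the log2 changes of the strands had a Pearson correlation of 0.840. Features with a mean of at least 1 TPM over the water and 60 min libraries were antisense in 20.7% of cases in Col-0, 18.2% in npr1-1, 20.7% in jar1-1 and 16.4% in ein2-5. In water, 46 antisense transcripts were called in ein2-5 against Col-0 (23 higher), and none in npr1-1 or jar1-1 by edgeR, where 61 and 84 had an unadjusted p under 0.05.

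The antisense transcripts picked by the rule in Col-0 at 60 min were those at PROPEP3 (AT5G64905), WAKL10 (AT1G79680) and AT1G17147, all without tags in water and at least 45.4-fold, 44.1-fold and 43.2-fold higher, and that at AT3G52072, without tags at 60 min and at least 46.6-fold lower. At CCL (AT3G26740) the antisense level fell from 209 ± 33.2 to 1.63 ± 0.783 TPM (log2 change -6.91 ± 1.40, adjusted p = 2.99e-05, edgeR), and at BBD1 (AT1G75380) from 85.2 ± 26.5 to 1.09 ± 0.448 (-6.17 ± 0.70, adjusted p = 1.15e-11). The call at CCL was lost in 1 setting that left out a replicate (adjusted p = 0.0102, the highest over the alternatives).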

Values the study reported

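In an earlier experiment of the study with 4 replicates of Col-0 leaf discs after 60 minutes, the authors reported Pearson correlations of 0.92 or higher between biological replicates. They called 2504 sense transcripts (1438 up and 1066 down) and 379 antisense transcripts (307 up and 72 down) with baySeq at an FDR below 0.01. Both strands rose in 263 genes and fell in 34. About 17% of transcripts with a mean of at least 1 TPM were antisense. Tags of WRKY22 were about 7 times as frequent after flg22 as after water, and 16619 genes reached at least 1 TPM in the 4 replicates. Of the time course used here, the paper reported high correlations between the replicates of each group. At 60 minutes it recovered most of the 2504 genes, with highly correlated fold changes. The ethylene mutant appeared to respond more weakly, and its flg22-responsive genes were already changed without flg22. Compared directly with Col-0, no mutant differed significantly in flg22 responsiveness, though a few genes responded more strongly in the ethylene mutant.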

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

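The tests of a single lane, of a constant effect of lane or run and of one mixing share, together with the settings without organelle loci and with total tags, were chosen only after the result was seen, while the other tests here were chosen before. A pair of results drew attention because a test of the difference between genotypes passed its threshold in ein2-5. The interaction of ein2-5 and flg22 was called in 225 sense genes, and the flg22-induced set, defined in npr1-1 and jar1-1 alone, had a mean interaction of -1.06 (log2) at 60 min, and was above 0 in 11.5% of its genes. The count of 225 rests on all 3 replicates: without replicate 1 it was 15 and without replicate 3 it was 27. The set mean stayed between -1.14 and -1.06 whichever replicate was left out, with an adjusted p (limma's fry) of 0.00140 to 0.00494.

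Chance in the grouping was tested by drawing genotype labels anew within each treatment and time point, 30 splits with the real one, each fitted to the libraries of the 2 genotypes alone. The real split of the ein2-5 interaction was the 1 split of 30 that gave as many calls (129), and the most in another split was 0. For each of ein2-5, jar1-1 and npr1-1 against Col-0 under flg22, again 1 split of 30 gave as many calls, and the most in another split was 1, 1 and 2. The interactions of jar1-1 and npr1-1 gave no calls in their real splits by edgeR, so that 30 of 30 splits gave as many. Draws that ignore lanes break the likeness of libraries within a lane, so this test does not separate genotype from lane.

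The smaller change in ein2-5 had a part in water and a part under flg22. In water the induced-set score stood 0.73 higher in ein2-5, and after 60 min of flg22 it stood 0.16 lower (-0.156 by set score), with replicate SDs of 0.0393 and 0.0390. A raised level in water alone would not lower the score at 60 min. That score compares lanes of different genotypes, however, so an effect common to the ein2-5 lanes could also lower it. The difference was -0.07 at 15 min and 0.01 at 30 min, and -0.15 to -0.21 from 45 min on. The test therefore leaves a raised level in water alone open. A constant effect of lane or sequencing run would shift water and flg22 libraries of a lane alike, which a block for each lane takes out. With that block the interaction of the induced set was still called (-1.05, adjusted p = 9.28e-06, limma's fry), and the change within a lane was 1.44 to 2.00 in ein2-5 and 2.31 to 2.89 in Col-0, without overlap, which argues against a constant effect. That p pools the spread over all groups. An exact permutation of whole lanes cannot go below 0.1 with 3 lanes each, which is the value it gave. It takes replicate numbers as unrelated between genotypes. Taken by number, the change in an ein2-5 lane differed from that in a Col-0 lane by -0.896, -0.882 and -0.873, closer together than the SD of 0.32 among the lanes of either genotype. No label ties the numbers of 2 genotypes together, this was looked at after the values were seen, and an exact test of 3 such pairs cannot go below 0.25. A single lane is argued against, since the difference in water was still 0.624 at its lowest with an ein2-5 lane left out, where the Col-0 replicates had an SD of 0.302. Plastid and mitochondrial tags are argued against by a difference of 0.745 with these loci left out, and library depth by 0.721 with each water library thinned to 1416840 tags.

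Also open is an exchange of material between water and flg22 libraries of ein2-5. It could have occurred in the discs, in the tubes or by barcodes within a lane. Each water library shared its lane with 7 flg22 libraries. Of the 842 genes called higher in ein2-5 in water, 81.6% were raised by flg22 at some time point in npr1-1, jar1-1 or ein2-5, against 31.2% of all genes tested, and 18.4% were raised in none of these. The ein2-5 part of that count shares the ein2-5 water libraries, where a high level works against a call in both. Raised in both npr1-1 and jar1-1 were 76.0%, against 23.1% of all genes. Tags from flg22-treated libraries of the same lane would not raise genes outside the response, but part of the 18.4% may be raised by flg22 without passing the threshold, and the rest of the 842 may come from such tags, so that test leaves the matter undecided. A second test, chosen after the first was seen, asked whether one mixing share of flg22-treated RNA fits each water library. The best share was 42.9%, 17.9% and 51.2% in replicates 1 to 3, and genes scattered around it with a chi-square per degree of freedom of 82.1, 87.3 and 106. Between Col-0 water libraries the largest was 15.2, which makes the smallest ratio 5.41. This argues against one exact share. The mixed-in material could still differ in composition from the 60 min libraries, and the spread between single libraries is a weak yardstick. For the flg22-induced genes, mixing and a raised level in the plants therefore cannot be told apart. The 7 salicylic acid markers, 6 of them called higher in ein2-5 in water, were read after these tests. Their median log2 change from water to flg22 in ein2-5 was negative at all 7 times (-0.18 at 120 min at the highest). At 60 and at 120 min, 1 marker was called higher. Mixing would need a level under flg22 above that in water, so these medians argue against it for that list.

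A biological difference between ein2-5 and Col-0, which the design names, also stays open as an untested hypothesis: a raised defence state before treatment and a smaller later response would both be consistent with a score above Col-0 in water and -0.156 from it at 60 min. It was not separated from other differences between the libraries of the genotypes, since each genotype had lanes of its own and the dates on which the plants of each genotype were grown and sampled are not given by the labels.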

How the results depend on the processing

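Scaling by total tags, leaving out the organelle loci and the block for each lane in the gene-set tests were alternatives chosen after seeing the data, and the others were chosen before. Of 663 alternatives to 70 results, 522 left a count within 1.5 times, a correlation within its SD or a set on its side of the threshold, 137 moved a value further, 4 took a result past its threshold, and none reversed a called result. RLE size factors (62 of 62 results) and leaving out organelle loci (57 of 57) moved no result by these limits, which let a set that is not called change sign. The mean of such a set changed sign under 10 alternatives, 7 of them with a replicate left out. The others were the repressed set in water in npr1-1 (from 0.0187 to -0.0146 with RLE and -0.00604 without organelle loci) and in jar1-1 (from 0.0241 to -0.0118 with RLE). The cause was not tested for any change below except where fewer libraries or more features show it.

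Leaving out a replicate, which leaves 2 libraries per group, lowered most counts. In Col-0 they ran, without 1 replicate, from 98 to 130 at 8 min, 860 to 1303 at 15 min, 1554 to 1942 at 30 min, 2540 to 3050 at 45 min, 3553 to 4025 at 60 min and 3550 to 4117 at 120 min. In npr1-1 they ran from 70 to 180, 1060 to 1363, 1753 to 2273, 2602 to 3226 and 3816 to 4248 at 8 to 60 min, and in jar1-1 from 62 to 102, 1138 to 1379, 1807 to 2243, 2665 to 3433 and 3819 to 4335. In ein2-5 the ranges were 0 to 9 at 8 min (0 without replicate 1 or 2), 355 to 420, 996 to 1174, 1473 to 1920, 1835 to 2471, 1255 to 2155 at 120 min and 1120 to 1759 at 180 min, and 3396 to 4380 at any time. Antisense calls at 60 min ran from 381 to 447 in Col-0, 301 to 432 in npr1-1, 336 to 567 in jar1-1 and 100 to 187 in ein2-5. Against Col-0 in water they ran from 1 to 5 in npr1-1, 1 to 3 in jar1-1 and 447 to 591 in ein2-5, and under flg22 from 21 to 74, 39 to 229 (229 without replicate 3) and 1188 to 1723. The interaction of ein2-5 gave 15 to 27, the repressed set of ein2-5 in the interaction 0.64 to 0.87, and the targeted genes 0 to 1 calls, with EIN2 lost without replicate 2 or 3. The induced set of ein2-5 kept its calls, with 0.92 to 0.96 in water and -1.14 to -1.06 in the interaction. The means of the npr1-1 and jar1-1 sets, none of them called, changed sign with a replicate left out in 7 of 8 cases.

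A model of only the groups compared, with 6 libraries or those of 1 or 2 genotypes, gave 72, 1396, 2038 and 2650 calls at 8, 15, 30 and 45 min in npr1-1, 3041 at 45 min in jar1-1, and 0, 143, 624, 1172, 1358, 1131 and 1081 at the 7 time points in ein2-5, 2726 at any time. It gave 343 antisense calls in npr1-1 and 53 in ein2-5, 0 genes in water in npr1-1, 2 in jar1-1 and 178 in ein2-5, and 129 in the interaction of ein2-5. A block for each lane within genotype raised the 15 min counts to 2986 in Col-0, 3339 in npr1-1, 3513 in jar1-1 and 1516 in ein2-5. It also gave 26 at 8 min, 475 antisense calls and 567 genes in the interaction in ein2-5, and 1 gene in the interaction in jar1-1. Replicate number as a block gave 14 at 8 min in ein2-5, and 11 in water and 371 under flg22 in jar1-1. These blocks moved no other count by over 1.5 times. With a block for each lane, the interaction of the induced set of ein2-5 stayed called (-1.05, adjusted p = 9.28e-06), and that of the repressed set did not pass (0.77, adjusted p = 0.0117).

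DESeq2 gave 16 at 8 min in ein2-5, 5 in water in npr1-1, 15 in water and 375 under flg22 in jar1-1, and 444 in the interaction of ein2-5. Without a filter, which tests more features, the counts were 22 at 8 min in ein2-5, 1091 and 458 antisense calls in jar1-1 and ein2-5, 21, 235 and 7 in water, under flg22 and in the interaction in npr1-1, 33, 486 and 15 in jar1-1, and 501 in the interaction of ein2-5. The voom model with lane as a random block gave 36 under flg22 in npr1-1, 12 in water and 25 under flg22 in jar1-1, and 1351 under flg22 in ein2-5. Total tags in place of TMM gave 125 in the interaction of ein2-5.

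Camera took the repressed set of ein2-5 past 0.01 in water (mean -0.25, adjusted p = 3.28e-06, in a range of 3.28e-06 to 0.442) and in the interaction (0.76, adjusted p = 2.14e-17). Both tests called the induced set of ein2-5 in both comparisons, and neither called any set of npr1-1 or jar1-1. In the interaction the repressed set also passed with the set called in all 3 other genotypes (0.87, adjusted p = 0.00586) and without replicate 3 (0.87, adjusted p = 0.00930), in a range of 2.14e-17 to 0.128.

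The lowest replicate correlations moved with the pseudocount. At 0.1 they were 0.909 in Col-0, 0.898 in npr1-1, 0.897 in jar1-1 and 0.889 in ein2-5, and at 10 they were 0.968, 0.955 and 0.949 in the first 3. Over genes with a mean of at least 1 TPM they were 0.922, 0.906, 0.898 and 0.884.

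The share of calls that were higher depended on the scaling. Total tags moved it by over 10 percentage points in 9 comparisons (19.2 at most, in jar1-1 at 45 min) and leaving out organelle loci in 4 (13.9 at most, in ein2-5 at 180 min). The median log2 change of all genes moved by -0.45 at most with total tags and by 0.21 with organelle loci left out, against -0.09 with RLE or DESeq2. With organelle loci left out, most calls turned from lower to higher at 45, 120 and 180 min in Col-0, npr1-1 and jar1-1 and at 60 min in Col-0, npr1-1 and ein2-5. With total tags most calls turned to lower at 30 min in Col-0 (1277 higher, 1458 lower), npr1-1 (1386, 1884) and jar1-1 (1368, 2205), and at 45 min in ein2-5 (1356, 1379). DESeq2 turned most calls to higher at 45 min in npr1-1 (2213 higher, 2115 lower) and jar1-1 (2318, 2252), and to lower in npr1-1 in water (2 higher, 3 lower).

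Of 605 alternatives to 101 tests of named genes, 539 kept the side of the threshold, 64 lost a call (61 by leaving out a replicate and 3 under DESeq2, for AT3G01313, JAL23 and VSP1), 2 gained one (FLS2 at 60 min) and none reversed. The term of AT5G62130 had no value under DESeq2.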

Other observations

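The tests of a convergent neighbour, of the flow cell and of VSP2 in a single lane were chosen only after the result was seen. For each comparison of 3 libraries with 3, all 10 splits were fitted to those 6 libraries alone. In every flg22 time point of Col-0, npr1-1 and jar1-1, in ein2-5 from 15 min on, in jar1-1 and ein2-5 against Col-0 in water, and for antisense transcripts at 60 min in each genotype, 1 of 10 splits gave as many calls, the real one. In the comparisons within a genotype, where each water library shares a lane with a flg22 library, it was 1 of 4 among the splits that part all 3 lane pairs. At 8 min in ein2-5 and for npr1-1 against Col-0 in water the real split gave 0 calls in such a model, so that 10 of 10 splits gave as many. One of them gave 7 at 8 min in ein2-5, with flg22 replicate 1 set beside water replicates 1 and 3. A share under 0.1 is out of reach for 3 against 3, so these counts alone leave chance open for each single comparison. For calls at any time point, the real labels were the 1 split of 40 drawn that gave as many calls in each genotype, where the most in another draw was 1947 in Col-0, 702 in ein2-5, 1207 in jar1-1 and 1775 in npr1-1.

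Late time points were set against water for 8 min, so the time of day may have changed with treatment. The labels give no harvest times of day, and the paper gives them only roughly. Its methods state that discs were cut early in the light period and treated the next day. Of the 4 morning clock genes listed, 0 passed the count filter (at most 11 tags in a library), so the comparison of morning with evening genes could not be made. The clock genes therefore cannot tell time of day apart from the late response to flg22. The 5 evening genes passed, and from 8 to 180 min of flg22 their median log2 change was 0.19 in Col-0, 0.38 in npr1-1, 0.22 in jar1-1 and 0.15 in ein2-5. In the earlier experiment of the study, water and flg22 discs of Col-0 were both held for 60 min. The paper reports that the time course recovered most genes called there, with highly correlated fold changes. This argues against time of day as the source for those genes at 60 min. It leaves the matter open for other genes, later times and the mutants.

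The barcode also changed with the time point, in the same way in each genotype. Genes called higher at 8 min in both npr1-1 and jar1-1 numbered 125, and their mean log2 change at 8 min was 2.61 in Col-0 and 0.84 in ein2-5, or 2.59 and 0.83 with genes at 0 tags at their bound and those at 3 tags or fewer left out. The difference had a p of 8.97e-07 (two-sided, limma's fry), which argues against a barcode effect common to the genotypes as the sole source. The level of these genes in ein2-5 in water enters that difference, and the p pools the spread over all groups.

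The share of plastid 23S ribosomal RNA varied with lane and with barcode or time point. Within lanes it differed between the 8 barcodes (permutation p = 0.00034, 28.3% of the variance), with medians of 19.1% in water and 10.8% to 15.9% under flg22. Within groups it differed between lanes (permutation p = 1e-05, the smallest that 100000 permutations allow, 82.1% of the variance), with lane medians of 5.68%, 14.1% and 24.2% in Col-0, 29.3%, 16.8% and 9.45% in ein2-5, 16.04%, 13.03% and 13.25% in npr1-1 and 14.3%, 7.90% and 15.4% in jar1-1, so that the lanes of Col-0 and ein2-5 spread most. Both are candidate sources of the variation, and a barcode and its time point cannot be separated. No biological explanation was tested for the lanes.

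The mitochondrial share of tags was higher in Col-0 lanes (mean of lane medians 0.268%, SD 0.0404) than in the 9 others (0.161%, SD 0.0440). The two-sided exact permutation p was 0.0182, which makes no allowance for the choice of Col-0 among the 4 genotypes. The lowest Col-0 lane (0.222%) lay below the highest other lane (0.240%). The lanes of npr1-1, on the flow cell of Col-0, had a mean of 0.164%, which speaks against the flow cell as the whole source, but with an SD of 0.0687 over 3 lanes it leaves flow cell and genotype undecided.

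VSP2, which the naming rule picked in water, stood high in ein2-5 at every time. In each of the 3 ein2-5 lanes, 8 of 8 libraries lay above the highest library of the other genotypes (2.15 TPM), with lane medians of 14.7, 132 and 19.2. A single lane is thus argued against, while a cause common to the 3 lanes, growth conditions or genotype among them, stays open.

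Antisense tags are unlikely to be a constant leak of the sense strand. Over 500 abundant sense loci the antisense tags came to 0.152% of the sense tags at the 5th percentile and 7.18% at the 95th, a 47.1-fold range, and 4 loci had none. The slope of antisense on sense log2 changes was 0.867, so that leak at a rate of its own per locus stays possible, and 99.6% of the 517 loci with both strands called moved in one direction. Tags of a convergent neighbouring gene are argued against as the main source: over 241 loci with such a neighbour within 500 bp, the antisense change had a correlation of 0.490 with the neighbour and of 0.838 with its own sense locus (Pearson, across loci, which are not independent replicates). Counting had already given antisense tags within 500 bp of a gene's 3′ end to that gene, so the test covers only the tags left after that. The 241 loci are part of the 2017 compared above.

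At 60 min in Col-0, 5666 sense transcripts were called here, 2385 higher and 3281 lower. These counts are higher than the values quoted from the study above. Antisense calls numbered 602, with 462 higher and 140 lower, and both strands were called higher at 409 loci and lower at 106. These counts are higher too. WRKY22 rose 11.96-fold in normalised tags. That is more than the ratio quoted from the study above. The control differs (water for 8 min here, for 60 min in the earlier experiment of the study), as do the number of replicates and, for the counts, the test.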
